A study of Caenorhabditis elegans with 4 samples. Its data were reported in "System Wide Analysis of the Evolution of Innate Immunity in the Nematode Model Species Caenorhabditis elegans and Pristionchus pacificus" (2012).

How the data were processed

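RNA of whole worms was measured on 2-colour Agilent expression arrays of C. elegans, 4 arrays in all. Each array carried RNA of young adults fed Serratia marcescens for 4 h in one channel and RNA of young adults kept on E. coli OP50 in the other. Per the labels, the arrays were biological replicates 1 to 4, each from worms picked separately, and replicates 1 and 2 were dye-swapped. All 4 arrays formed a single group of ratios, tested against 0.

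The deposited values are log2 ratios of the 2 channels of each array, normalized by the authors. According to the study's methods a GenePix scanner and its software gave the spot values, the background was corrected with normexp in limma, and a loess normalization within each array weighted probes and spike-in controls differently. The authors' version of limma is not given in the sources used here. The study stated that outlier arrays had been removed, without naming them. The direction of the deposited ratios was not stated. Dye-swapped and unswapped arrays correlated at a Pearson r of 0.70 or more over all probes, so the arrays had already been turned one way, and no sign was changed here. The ratios were read as S. marcescens over OP50, because the unswapped arrays held the exposed worms as the test channel, and zip-2 and pqm-1, which the study named as induced, had positive ratios, so that this direction is likely. Signal over background, saturation and spot quality were not analysed here, since no scanner values were used.

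The table held 45220 features, of which 1097 were empty on every array. Of the 44123 probes with values, 27263 had 1 gene symbol, 0 had several and 16860 had no gene name here. Accessions were matched without versions to RefSeq genes of assembly WBcel235, which 19293 probes matched, and the symbol of 98 probes was updated through the accession. The array's genome build is not given in the sources used here, and no coordinates were used except the chromosome of each gene by name. Probes of a gene were averaged on each array, which gave 15078 genes, 4561 of them with more than 1 probe. Of the named probes 25636 had a RefSeq accession, 1003 an EST or other accession and 624 none. Genes had to be measured on at least 3 arrays, and all were measured on 4. A total of 11 tested genes lie on the mitochondrial chromosome.

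Differential expression was tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with 1 coefficient and no covariates. A gene was called at a Benjamini-Hochberg adjusted p at or under 0.05 and an absolute log2 ratio above 0.5, the thresholds of the study. Of 48 gene lists fixed before the data were examined, 44 had at least 3 measured members and were tested against all other genes with camera at the preset inter-gene correlation of 0.01, adjusted over the lists. Camera was repeated with the correlation estimated from the data, where 0 lists passed, against 28 at the preset value. Counts of called members were also made with p-values adjusted over the list alone. The fry test, which asks whether the genes of a list move one way without comparing them with other genes, passed 29 lists, 25 of them among the 28 of camera, without C-type lectins, F-box genes and pharynx markers. The 4 lists not tested were lipases, aminoacyl-tRNA synthetases, mitochondrial ribosomal proteins and the genes named as induced by the study, which had under 3 named members here. Fisher's exact test compared the share of genes called lower, and higher, on each chromosome with the others. The dye was tested as a second coefficient.

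Genes were named by a rule fixed before the data were examined. Among called genes that moved one way on all 4 arrays, it took the 10 highest and 10 lowest with a locus name, the 2 highest and 2 lowest with only a sequence name, the 3 called members with the smallest adjusted p in the direction of each list that passed, and the genes that the study's text names as induced, of which zip-2 and pqm-1 had a named probe here. This gave 99 genes. Members named outside the rule are marked in the text.

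The procedure was tested on simulated data with 4 arrays, 15078 genes and 200 genes changed. The fit recovered 65.7% of the genes changed by a log2 ratio of 1, 95.5% of those changed by 2 and 97% of those changed by 3, and 2.82% of its calls were false. The simulated genes varied independently of each other and few of them changed, unlike on the real arrays. These rates therefore need not hold for the real data. Alternatives were centring each array on its median, scaling the arrays to one spread (median absolute values, limma), testing each probe on its own, the median of a gene's probes, a dye coefficient, robust eBayes, array weights, no minimum and a minimum of 1 on the log2 ratio, treat at 0.5, only genes with at least 2 probes of one sign, and leaving out each replicate in turn. RefSeq-accession probes only, and all probes counted as probes, were added after seeing the data. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.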

Results

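Young adult hermaphrodites of the N2 Bristol strain of C. elegans were kept for 4 h on the Gram-negative pathogen Serratia marcescens or on E. coli OP50, the standard laboratory food, and the RNA of both groups was hybridised together on 4 arrays of 2 colours. Each array compared an independent RNA extract of exposed worms with an independent extract of control worms. Replicates 1 and 2 had their dyes exchanged relative to replicates 3 and 4. All 4 arrays gave values for 44123 probes, of which 27263 carried the name of a single gene. These probes gave log2 ratios of S. marcescens over OP50 for 15078 genes. The number of arrays, 4, limits the precision of each ratio.

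The comparison asked which genes changed in expression within hours of contact with the pathogen. A total of 4209 genes were differentially expressed, 1074 of them up-regulated and 3135 down-regulated, so that 74.5% of the called genes were lower on S. marcescens. Most members of the lists of oocyte genes (50 of 51), DNA replication and mitosis (43 of 48), ribosomal proteins (44 of 58), the proteasome (28 of 29) and the respiratory chain (21 of 26) fell. Of the lists that lay above other genes, antimicrobial peptides of the epidermis had 15 of 22 genes higher, CUB-domain proteins 13 of 28 and nuclear hormone receptors 52 of 267. Each of these 8 lists passed the camera test and lost that call with a correlation between genes estimated from the 4 arrays (adjusted p = 0.393 with an estimated correlation). Of the called genes, 4199 moved the same way on all 4 arrays. A gene was called by limma at an adjusted p at or under 0.05 and an absolute log2 ratio above 0.5. The count of called genes was 2730 without replicate 4, with 1883 lower, and the counts without each of the other replicates stayed within 1.5 times of those above. The median log2 ratio over all genes was -0.07 ± 0.05 (SD, n = 4), with medians of -0.03, -0.03, -0.13 and -0.08 on replicates 1 to 4 (in a two-sided exact sign-flip permutation test 2 of 16 assignments gave a mean as large, the fewest that 4 arrays allow).

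**Figure D1:**
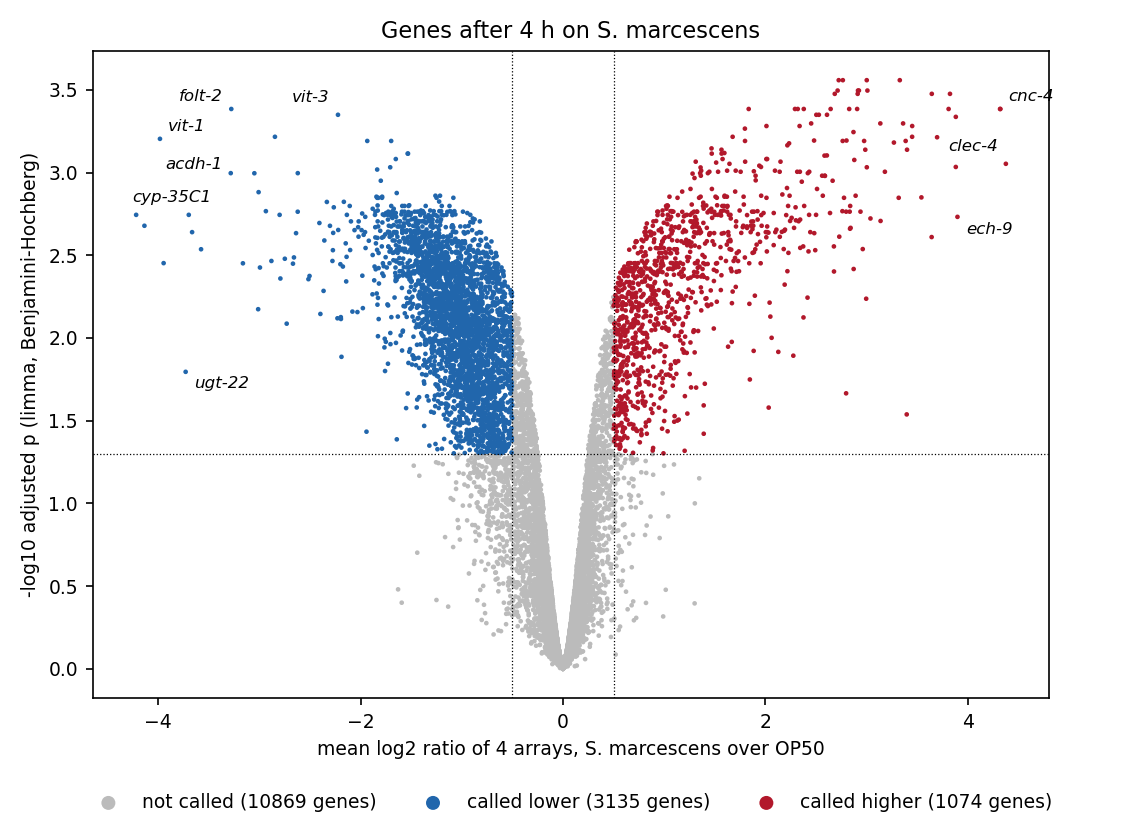
Mean log2 ratio of each of the 15078 genes over 4 arrays (x axis) against the -log10 of its adjusted p from limma (y axis), with blue points for the 3135 genes called lower on S. marcescens, red points for the 1074 called higher and grey points for genes not called; dotted lines mark the thresholds. The lower side holds more genes, while both sides reach beyond a log2 ratio of 4.

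The up-regulated genes with the highest ratios were led by a C-type lectin and an antimicrobial peptide. The lectin clec-4 had a log2 ratio of 4.38 ± 0.65 (SD, n = 4), a 20.8-fold increase, with an adjusted p of 0.000886. The caenacin peptide gene cnc-4 had a log2 ratio of 4.32 ± 0.43 (SD, n = 4), with an adjusted p of 0.000413, and the neuropeptide-like peptide gene nlp-34 reached 3.40 ± 0.44 (SD, n = 4). The enoyl-CoA hydratase family gene ech-9 rose by 3.90 ± 0.88 and the carnitine palmitoyltransferase family gene cpt-3 by 3.82 ± 0.29 on the log2 scale (SD, n = 4). The cytochrome P450 gene cyp-37B1 had a log2 ratio of 3.70, the tetraspanin gene tsp-1 had 3.88, dct-7 had 3.88, the acyltransferase-like gene oac-20 had 3.54 and srr-6 had 3.45. Among genes known only by a sequence name, C50F7.5 had a log2 ratio of 4.32 ± 0.41 and B0024.4 had 3.81 ± 0.36 (SD, n = 4). All of these were higher on 4 of 4 arrays, which the naming rule required.

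The down-regulated genes with the lowest ratios were led by a cytochrome P450 gene and a short-chain dehydrogenase gene. The cytochrome P450 gene cyp-35C1 had a log2 ratio of -4.22 ± 0.93 (SD, n = 4), an 18.6-fold decrease, with an adjusted p of 0.0018, and the related gene cyp-35A2 had -3.58 ± 1.05 (SD, n = 4). The dehydrogenase gene dhs-25 had a log2 ratio of -4.14 ± 1.00 (SD, n = 4) and the UDP-glucuronosyltransferase gene ugt-63 had -3.95 ± 1.27 (SD, n = 4). The yolk protein gene vit-1 had a log2 ratio of -3.98 ± 0.48 (SD, n = 4). The fatty acid elongase genes elo-6 and elo-5, which make branched-chain fatty acids, had -3.70 ± 0.81 and -3.66 ± 0.94 (SD, n = 4). The acyl-CoA dehydrogenase gene acdh-1 had a log2 ratio of -3.28 ± 0.51 and the folate transporter family gene folt-2 had -3.28 ± 0.27 (SD, n = 4). Among genes with only a sequence name, C09B8.4 had a log2 ratio of -2.85 ± 0.31 and Y16B4A.2 had -2.79 ± 1.00 (SD, n = 4). These genes and ugt-22, at -3.73 ± 2.11 (SD, n = 4), were lower on 4 of 4 arrays, which the naming rule required. The call of ugt-22 ended without replicate 4 (log2 ratio -3.24, limma adjusted p = 0.0842). Near-identical members of the cyp-35A and vit families can hybridise to the same probe, so that ratios within these families are not independent.

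**Figure D2:**
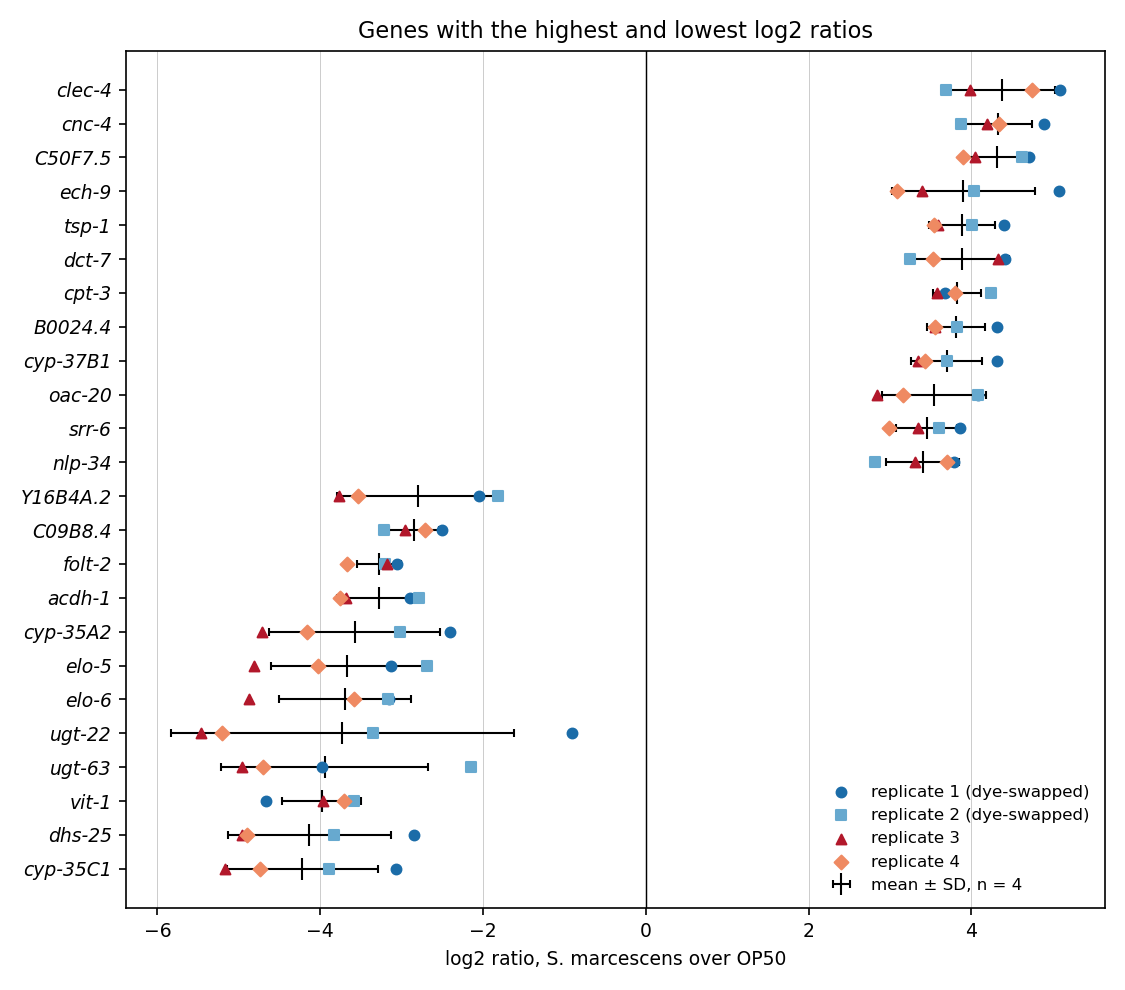
Log2 ratio of S. marcescens over OP50 (x axis) on each of the 4 arrays for the 24 genes with the highest and lowest ratios (y axis), with 1 symbol per replicate and black lines for the mean and SD. By the naming rule, all points of the upper 12 genes lie above 0 and all points of the lower 12 lie below 0. The widest spread is that of ugt-22, with an SD of 2.11.

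Several lists of protein synthesis, folding and breakdown lay below other genes by the camera test, but none of them with an estimated correlation (adjusted p = 0.393). Of 58 measured cytosolic ribosomal protein genes, 44 fell, none rose and 14 were not called, with a median log2 ratio of -1.21 and examples in rps-5 at -1.33 ± 0.29 and rps-14 at -1.22 ± 0.25 (SD, n = 4). Of 22 translation factor genes, 18 fell and 4 were not called, among them the initiation factor genes inf-1 at -1.67 ± 0.36 and ife-1, which encodes a cap-binding protein, at -1.21 ± 0.23 (SD, n = 4). Of 29 genes for subunits of the proteasome, the complex that degrades proteins, 28 fell, with rpt-2 at -1.53 ± 0.11 and rpn-9 at -1.61 ± 0.33 (SD, n = 4). Of 21 nucleoporin genes, which build the nuclear pore, 19 fell, with npp-11 at -1.62 ± 0.49 (SD, n = 4). The study had singled out these 4 groups, so that their direction is not independent evidence. All 7 genes of the cytosolic chaperonin CCT fell, with cct-4 at -1.48 ± 0.39 (SD, n = 4). Of 19 genes of the endoplasmic reticulum translocon and its chaperones, 17 fell, with the translocon-associated gene trap-1 at -2.30 ± 0.54 and the disulfide isomerase gene pdi-3 at -1.42 ± 0.24 (SD, n = 4). With p-values adjusted over the list alone, 44 ribosomal protein, 18 translation factor, 29 proteasome, 20 nucleoporin, 7 CCT and 17 endoplasmic reticulum genes were lower.

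Against all other genes, limma's camera test gave an adjusted p of 1.84e-13 for ribosomal proteins, 7.58e-07 for translation factors, 2.00e-11 for the proteasome, 2.16e-07 for nucleoporins, 0.00146 for CCT and 4.88e-07 for the endoplasmic reticulum list. Each of these calls was lost when the correlation between genes was estimated from the 4 arrays (adjusted p = 0.393 with an estimated correlation). The medians of all 6 lists were below 0 on 4 of 4 arrays. Without replicate 4 the count of translation factor genes that fell was 11. A set of 6 mitochondrial chaperone genes did not pass the list test (adjusted p = 0.0640), although 5 of its members fell, also when adjusted over the list alone, including hsp-6 at -0.86 and hsp-60 at -1.14, named here after their values were seen. That set passed without replicate 2 (adjusted p = 0.0275), and without replicate 4 it had 3 members that fell.

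Lists of glycolysis, the tricarboxylic acid cycle, the respiratory chain and the V-type ATPase lay below other genes by the camera test, but not with an estimated correlation (adjusted p = 0.393). All 8 measured genes of glycolysis and gluconeogenesis fell, with a median log2 ratio of -1.51, among them the lactate dehydrogenase gene ldh-1 at -1.78 ± 0.34, the enolase gene enol-1 at -1.73 ± 0.36 and the phosphoglycerate kinase gene pgk-1 at -1.57 ± 0.25 (SD, n = 4). Of 10 genes of the tricarboxylic acid cycle, 8 fell and 2 were not called, with the aconitase gene aco-1 at -1.85 ± 0.47 and the citrate synthase gene cts-1 at -1.53 ± 0.37 (SD, n = 4). Of 26 genes of the respiratory chain and mitochondrial ATP synthase, 21 fell, with ucr-2.2 at -1.62 ± 0.42 and atp-2 at -1.52 ± 0.27 (SD, n = 4). These 3 lists had been singled out by the study and are not independent evidence of direction. Of 18 genes for the V-type ATPase, the proton pump of acidic compartments, 16 fell, with vha-12 at -1.68 ± 0.43 (SD, n = 4). Adjusted over the list alone, 8, 9, 22 and 16 genes of these lists were lower. The camera test gave an adjusted p of 0.000114 for glycolysis, 0.000192 for the tricarboxylic acid cycle, 9.62e-08 for the respiratory chain and 9.45e-07 for the V-type ATPase. The medians of the 4 lists were below 0 on 4 of 4 arrays. Without replicate 4, the tricarboxylic acid cycle list had 5 genes that fell.

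Genes of oocytes, eggshell and yolk were lower throughout. Of 51 oocyte and eggshell genes, 50 fell and 1 was not called, with a median log2 ratio of -1.51. Examples were cpg-1, which encodes an eggshell chondroitin proteoglycan, at -1.83 ± 0.31, chs-1, the chitin synthase of the eggshell, at -1.68 ± 0.29, and nos-2, a germline nanos gene, at -1.70 ± 0.28 (SD, n = 4). The study had singled out oocyte genes, so that this count is not independent evidence. The list was fixed to take in other germline genes as well, such as those named fbf, gld, pgl and glh. It therefore does not report on oocytes alone. All 6 vitellogenin genes, which encode the yolk proteins that the intestine supplies to oocytes, fell, with vit-3 at -2.22 ± 0.16 and vit-2 at -1.10 ± 0.14 (SD, n = 4). Of 48 genes of DNA replication and mitosis, 43 fell and 5 were not called, with the cyclin B gene cyb-3 at -1.82 ± 0.29, the ribonucleotide reductase gene rnr-2 at -1.80 ± 0.25 and the replication helicase gene mcm-7 at -1.59 ± 0.28 (SD, n = 4). Adjusted over the list alone, 50, 6 and 44 genes of these lists were lower. The camera adjusted p was 2.91e-18 for oocyte genes, 0.000192 for vitellogenins and 3.95e-14 for replication and mitosis, and each was lost at an adjusted p = 0.393 with an estimated correlation. All 3 lists had medians below 0 on 4 of 4 arrays. Sperm genes had a median of 0.0008, with 2 of 35 lower and none higher, also when adjusted over the list alone (camera adjusted p = 0.221; 0.0232 without replicate 3, and 1 gene lower without replicate 4). Zygotic embryo genes had a median of -0.08, with 1 of 51 higher and 3 lower (1 and 1 adjusted over the list alone; camera adjusted p = 0.762), and 1 lower without replicate 4. Of 22 histone genes, 8 fell and 1 rose, also when adjusted over the list alone (camera adjusted p = 0.186).

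Lipid and detoxification genes were divided. Of 20 genes of fatty acid synthesis and desaturation, 9 fell, 1 rose and 10 were not called (10 lower and 1 higher when adjusted over the list alone; camera adjusted p = 0.0233, and adjusted p = 0.60 with an estimated correlation). Next to elo-5 and elo-6, the list held let-767, a steroid dehydrogenase family gene, at -1.93 ± 0.17 (SD, n = 4), and without replicate 4 it had 5 genes that fell. Of 42 genes of fatty acid beta-oxidation, 17 fell and 5 rose, also when adjusted over the list alone (camera adjusted p = 0.361), while 11 fell without replicate 4. The study had named fatty acid metabolism in general among the affected processes, so that neither of these lists is independent evidence. Of 75 cytochrome P450 genes, which oxidise lipids and foreign compounds, 17 rose, 14 fell and 44 were not called, also when adjusted over the list alone. Besides cyp-37B1 the genes cyp-32B1 at 2.10 ± 0.28 and cyp-34A9 at 1.62 ± 0.18 rose (SD, n = 4). That list had a median of 0.11 and lay above other genes by camera (adjusted p = 0.000231, and adjusted p = 0.393 with an estimated correlation). Of 20 genes of the SKN-1 and phase II detoxification list, 9 fell and none rose, also when adjusted over the list alone, with the superoxide dismutase gene sod-1 at -1.49 ± 0.37, the peroxiredoxin gene prdx-2 at -1.36 ± 0.25 and the glutathione transferase gene gst-7 at -1.26 ± 0.13 (SD, n = 4). Its camera adjusted p was 0.0421 (adjusted p = 0.60 with an estimated correlation), and without replicate 3 it was 0.0651, with 6 genes that fell and 1 that rose.

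Further detoxification lists had members on both sides and did not pass the list test. Of 46 glutathione S-transferase genes 13 fell and 4 rose (adjusted p = 0.446), and 1 rose without replicate 2 and 2 without replicate 4. Of 64 UDP-glucuronosyltransferase genes 14 fell and 8 rose (adjusted p = 0.776), with 8 lower without replicate 4. The list of P-glycoproteins and MRP transporters, which export drugs from cells, also took in genes named haf. Of its 30 genes 9 fell and 7 rose (adjusted p = 0.923), against 5 and 4 without replicate 4. Adjusted over the list alone, these lists had 13, 15 and 9 genes lower and 4, 8 and 7 higher.

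Genes for antimicrobial peptides of the epidermis rose. Of 22 genes of the neuropeptide-like (NLP) and caenacin (CNC) peptides, 15 rose, 1 fell and 6 were not called, with a median log2 ratio of 1.07 (15 higher and 2 lower when adjusted over the list alone), and without replicate 4 the counts were 14 higher and 0 lower. Besides cnc-4 and nlp-34, nlp-25 reached 3.14 ± 0.32 and cnc-2 reached 2.53 ± 0.21 (SD, n = 4). Of 28 genes encoding CUB-domain proteins or related downstream-of-DAF-16 genes, 13 rose, 2 fell and 13 were not called, also when adjusted over the list alone, with F35E12.9 at 2.78 ± 0.50, F35E12.4, annotated as a pseudogene, at 2.38 ± 0.15, and C17H12.8 at 2.19 ± 0.52 (SD, n = 4). Of 6 target genes of the p38 kinase PMK-1, a regulator of intestinal immunity, 4 rose, also when adjusted over the list alone, with the lectin gene clec-67 at 3.00 ± 1.20 (SD, n = 4), while 2 rose without replicate 2 and 2 without replicate 4. The study had singled out the p38 kinase pathway, so that this count is not independent evidence. Its overlap with genes regulated by the upstream kinase SEK-1 lay chiefly among down-regulated genes. The camera adjusted p was 4.82e-10 for the peptides, 1.65e-06 for the CUB-domain list and 0.00303 for the PMK-1 list, each lost at an adjusted p = 0.393 with an estimated correlation. The medians of these 3 lists were above 0 on 4 of 4 arrays. The CUB-domain and PMK-1 lists share genes, among them C17H12.8 and C32H11.4, so that their results are not independent.

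Lectins, lysozymes and saposins moved in both directions. Of 243 C-type lectin genes, a list the study had singled out and thus no independent evidence, 15 rose and 13 fell (14 and 13 adjusted over the list alone), with clec-41 at 2.24 ± 0.50 and clec-66 at 1.96 ± 0.31 beside clec-4 (SD, n = 4). Their median was 0.01 and their camera adjusted p 0.00876 (adjusted p = 0.393 with an estimated correlation). In the study lectin genes changed in both nematodes, but the lectin domain was significantly enriched only in Pristionchus pacificus. Of all 15078 genes 1074 rose and 3135 fell. The lectins thus had a slightly smaller share of genes that rose and a much smaller share that fell. Their place above other genes by camera came with few falls and not with many rises. Of 15 lysozyme genes 6 rose and 2 fell (6 and 3 adjusted over the list alone; camera adjusted p = 0.297), and 2 rose without replicate 4. Of 29 saposin-like and ABF peptide genes 6 rose and 5 fell, also when adjusted over the list alone (camera adjusted p = 0.0934), and 4 rose and 3 fell without replicate 4. Of 6 thaumatin genes 2 rose, also when adjusted over the list alone, namely thn-1 at 1.16 ± 0.54 and thn-3, annotated as a pseudogene, at 0.58 ± 0.13 (SD, n = 4). Their camera adjusted p was 0.0488 (adjusted p = 0.393 with an estimated correlation), 0.0692 without replicate 2 and 0.0625 without replicate 3.

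Genes of regulators and of other lists tied to infection were examined next. The bZIP transcription factor gene zip-2 had a log2 ratio of 1.74 ± 0.49 (SD, n = 4) with a limma adjusted p of 0.003, and the zinc finger gene pqm-1 had 1.88 ± 0.96 (SD, n = 4) with an adjusted p of 0.012, which became 0.0529 without replicate 4. Both genes were named as induced by the study and their sign was used in reading the direction of the ratios, so that they are not independent evidence. Of 4 genes of the ZIP-2 and surveillance list, also singled out by the study, 2 rose, also when adjusted over the list alone, zip-2 and the acyltransferase-like gene oac-6 at 2.22 ± 0.74 (SD, n = 4). Of 10 genes of the pals list, which respond to intracellular infection, 2 rose (3 adjusted over the list alone), the cullin gene cul-6 at 1.66 ± 0.33 and the Skp1-related gene skr-3 at 1.24 ± 0.41 (SD, n = 4), while the list's median was 0.09. Of 267 nuclear hormone receptor genes 52 rose and 12 fell, also when adjusted over the list alone, with nhr-112 at 2.69 ± 0.16 and nhr-63 at 2.15 ± 0.27 (SD, n = 4), and without replicate 4 these counts were 42 and 7. Of 342 F-box genes named fbxa, fbxb or fbxc, 33 rose and 21 fell (32 and 17 adjusted over the list alone). Among them fbxa-24 had 2.17 ± 0.35 and fbxa-105 had 1.80 ± 0.15 (SD, n = 4). The F-box list lay above other genes by camera although its median was -0.001, a sign that turned to 0.07 with each array centred on its median. A smaller share of its members fell than the 20.8% of all genes, and a somewhat larger share rose. The camera adjusted p was 0.00645 for the ZIP-2 list, 0.00311 for the pals list, 7.58e-07 for nuclear hormone receptors and 0.0156 for F-box genes, each lost at an adjusted p = 0.393 with an estimated correlation.

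Among stress genes, 7 of 23 genes listed here under the FOXO factor DAF-16 as class I genes were higher and 3 were lower, also when adjusted over the list alone, a list the study had singled out and hence no independent evidence. The metallothionein gene mtl-1 had a log2 ratio of 2.29 ± 0.16, the small heat shock gene hsp-16.2 had 2.23 ± 0.66 and the insulin-like gene ins-7 had 2.84 ± 0.54 (SD, n = 4). The gene ins-7 is known as a gene that DAF-16 represses, and the list without it, tested after seeing the data, had 6 of 22 genes higher and no longer passed (camera adjusted p = 0.0851). The camera adjusted p of the list as fixed was 0.0374 (adjusted p = 0.509 with an estimated correlation), 0.0513 without replicate 1 and 0.0916 with each array centred on its median, and none of its genes was called lower without replicate 4. Of 14 heat shock protein genes 3 rose and 5 fell (4 and 5 adjusted over the list alone; camera adjusted p = 0.762). Of 19 genes of autophagy and of the HLH-30 factor 1 rose and 4 fell (1 and 6 adjusted over the list alone; camera adjusted p = 0.762), with 1 lower without replicate 4.

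**Figure D3:**
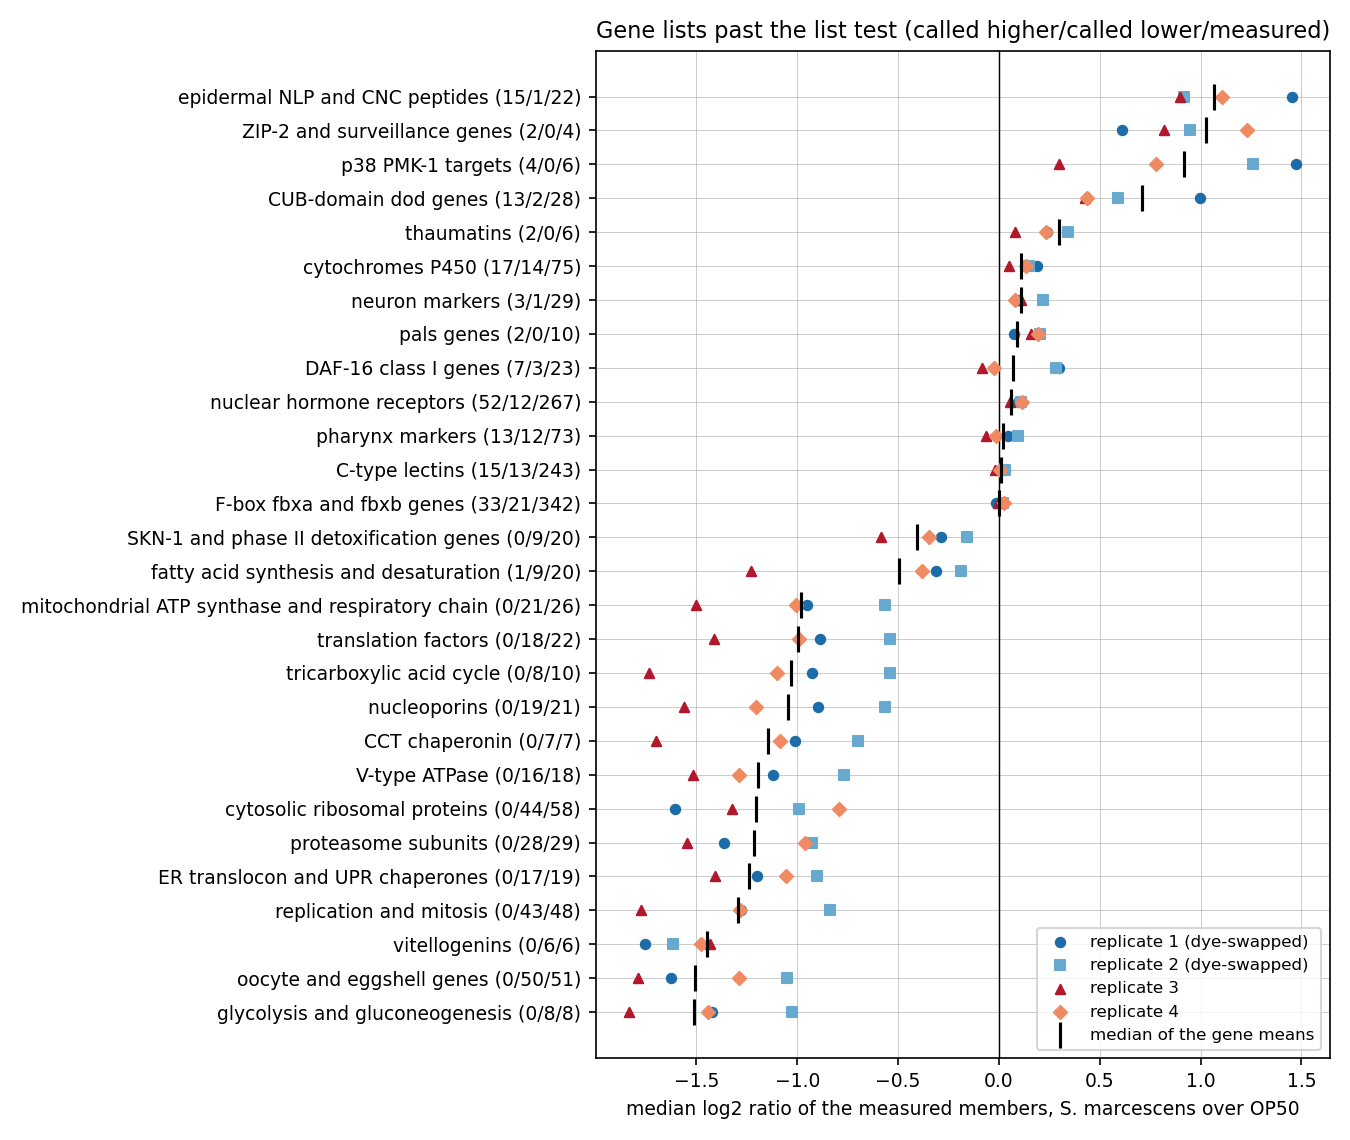
Median log2 ratio of the measured members (x axis) of the 28 gene lists past the camera test (y axis), with 1 symbol for each of the 4 arrays and a black bar for the median of the gene means; the numbers after each name count members called higher, called lower and measured. Replicate 3 gives the lowest median in most of the lists that fell, and the epidermal peptide list has the highest median of the gene means, 1.07.

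Markers of body tissues were tested as lists as well. Of 29 neuron markers 3 rose and 1 fell, also when adjusted over the list alone, with ric-19 at 0.63 ± 0.16 (SD, n = 4). The list's median of 0.11 lay above that of other genes (camera adjusted p = 0.00153, and adjusted p = 0.393 with an estimated correlation). Only 1 marker rose without replicate 1. The markers egl-21 and unc-64 lost their calls without replicate 1 or 2, and egl-21 also without replicate 4. A smaller share of the markers fell than the 20.8% of all genes, and a somewhat larger share rose. Of 73 genes of the pharynx list 13 rose and 12 fell (13 and 13 adjusted over the list alone), with phat-3 at 2.30 ± 0.51, pqn-92 at 1.71 ± 0.36 and pqn-31 at 1.43 ± 0.24 (SD, n = 4). That list took in every measured gene named pqn or abu, chosen by name, so that it does not report on the pharynx alone. The pharynx list had a median of 0.02 and a camera adjusted p of 0.0468 (adjusted p = 0.726 with an estimated correlation), which was 0.0709 without replicate 1 and 0.0934 without replicate 2, and 7 of its genes fell without replicate 4. Of 22 body muscle markers 3 fell and none rose, also when adjusted over the list alone, with a median of -0.26 (camera adjusted p = 0.361) and medians of -0.05, 0.13, -0.72 and -0.46 on replicates 1 to 4, and 1 fell without replicate 1, 2 fell and 1 rose without replicate 3 and 1 fell without replicate 4. Of 16 intestine markers 6 fell and 3 rose (7 and 3 adjusted over the list alone), with a median of -0.49 (camera adjusted p = 0.478), and 1 rose without replicate 4. The intestine medians were 0.10, 0.01, -0.75 and -0.44 on replicates 1 to 4, above 0 on the dye-swapped replicates 1 and 2 and below 0 on the others. Body muscle medians were likewise lower on the unswapped replicates. With so few arrays, the dye and a difference between replicates cannot be told apart for these lists. The intestine median was -0.10 with each probe tested on its own and -0.26 with the median of the probes of a gene. Of 171 genes of the hypodermis and cuticle collagen list 39 fell and none rose (35 and none adjusted over the list alone), with a median of -0.10 (camera adjusted p = 0.137), which passed without replicate 2 at 0.0275, while 21 fell and 1 rose without replicate 4. Of 1318 chemoreceptor genes 10 rose and 4 fell (1 and 0 adjusted over the list alone), with a median of -0.02 that turned to 0.05 with each array centred on its median. The chemoreceptor list had a camera adjusted p of 0.0955, which was 0.0331 without replicate 2 and 0.0496 without replicate 4, and 6 rose and 2 fell without replicate 4.

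The called genes were spread unevenly over the chromosomes, which were assigned by gene name from the WBcel235 assembly. On chromosome III 31.4% of 1955 tested genes fell, against 19.2% elsewhere, and on chromosome I 29.7% of 2062 genes fell, against 19.4% elsewhere (Fisher's exact test, adjusted p of 1.16e-31 and 2.65e-24). On chromosome V 12.6% of 3971 genes fell, against 23.7% elsewhere, and on the X chromosome 14.4% of 2111 genes fell, against 21.8% elsewhere (adjusted p of 2.79e-52 and 3.57e-15). Genes that rose were more frequent on chromosome V, at 9.17% against 6.39% elsewhere, and less frequent on chromosome I, at 3.98% against 7.62% (adjusted p of 2.5e-08 and 5.23e-10). Chromosome III had 5.68% of its genes higher against 7.34% elsewhere (adjusted p = 0.0123). The other 5 of the 12 tests did not pass, with chromosome IV at 22.3% of genes lower (adjusted p = 0.0740), a test that passed at 0.0281, 0.00800 and 0.0324 without replicates 1, 2 and 3. Genes on 1 chromosome are not independent, so that these tests compare shares of genes and not worms. Genes were not filtered by expression, so that genes with little or no signal also count in these shares. The chromosomes were tested as a second view of the gene groups, because germline genes are rare on the X chromosome. An effect of location was not separated from that of the gene groups.

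**Figure D4:**
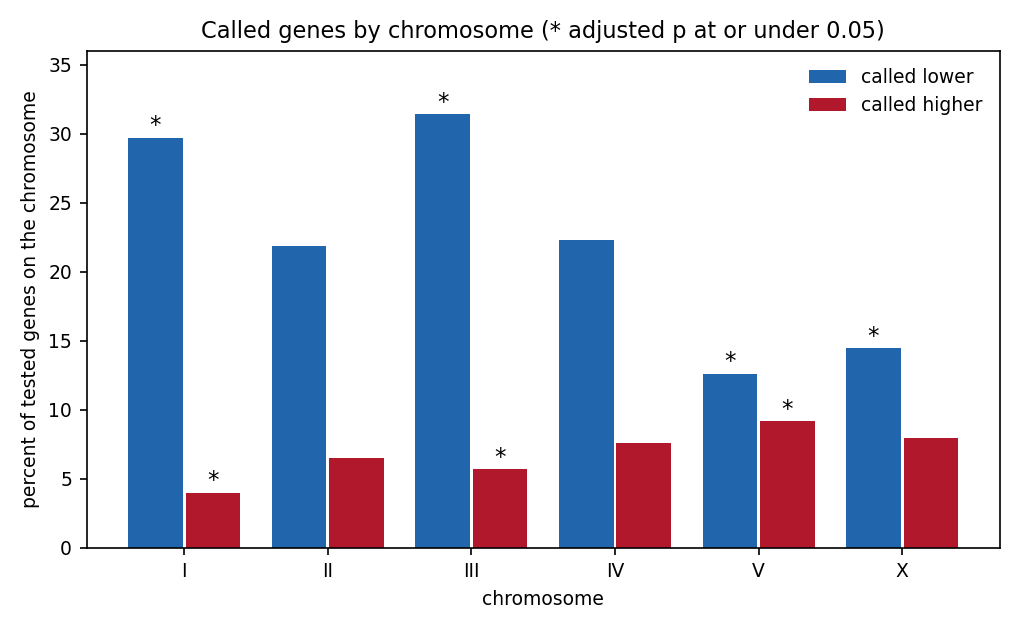
Percent of the tested genes on each of the chromosomes I to V and X (x axis) that were called lower (blue bars) or higher (red bars) on S. marcescens, with an asterisk where Fisher's exact test against all other chromosomes had an adjusted p at or under 0.05. The bars of genes called lower run from 12.6% on chromosome V to 31.4% on chromosome III.

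A dye effect was tested by adding the dye as a term beside the exposure. At an adjusted p at or under 0.05, limma called 0 of 15078 genes for the dye, with or without the minimum on the log2 ratio, and 2080 genes had an unadjusted p under 0.05 for it, against 753.9 that chance gives. Over all probes the log2 ratios of the swapped and unswapped arrays correlated with a Pearson r of 0.70 to 0.78, and arrays of the same orientation at 0.81, across probes that are not independent replicates.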

Values the study reported

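For C. elegans exposed to S. marcescens, the study reported 1465 up-regulated and 4931 down-regulated genes, 6396 in total, which it gave as 23% and 77% of the changed genes. It called genes at a false discovery rate of 0.05 and a minimum log2 fold change of 0.5.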

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

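The tests of the arrays' centring and of yolk and collagen genes, and the count of called genes over sign assignments, were chosen after their results were seen. The other tests below were fixed before their results were seen.

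Of 145 sets of 4 array values that were examined (99 named genes, 44 list medians and 2 array summaries), 3 held an array far from the others, where chance gives about 7.25. Replicate 1 had the lowest ratio of cpg-1, at -2.29 against -1.69 to -1.65 on the other arrays. Replicate 1 also had the lowest ratio of cyp-32B1, at 1.68 against 2.17 to 2.27. Replicate 3 had the lowest median of the histone genes, at -0.43 against -0.25 to -0.21. Of the 16860 probes without a gene name here, 3900 were called when each probe was tested on its own, 718 higher and 3182 lower, and these probes enter no comparison of genes.

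The called genes were mostly lower, at 74.5%. Centring each array on its own median left 71.0% lower, which argues against the offset of the array medians (-0.03 to -0.13) as the whole cause. A shift that small cannot test the authors' weighting of probes and spike-ins within arrays, whose part in the split stays open. The study reported less total RNA per worm after exposure to pathogens, which it held might also reflect the efficiency of extraction. It labelled equal amounts of total RNA and chose the weights so that the spike-ins gave their known ratios. The ratios here are therefore per amount of RNA and not per worm. Of the genes below -0.5 in the arrays of one dye orientation, 98.2% and 95.4% were below 0 in the other, taken either way round. These values argue against dye bias as the source of the direction of these genes. The extent of the fall differed by orientation, with 2777 genes below -0.5 in the swapped and 3984 in the unswapped arrays. With so few arrays, the dye and a difference between replicates cannot be told apart there. The oocyte list also took in other germline genes, so that oocytes cannot be told from the rest of the germline here. A smaller share of oocyte RNA may account for part of the fall. But 25.4% of the vitellogenin and collagen genes, which other tissues make, fell too, 45 of 177, and 0 were called higher by limma. These were 6 of 6 vitellogenin and 39 of 171 collagen genes (22.8%), where 20.8% of all genes fell. Without replicate 4 they were 4 and 21, 14.1% of the 177, with 1 collagen gene higher, and a smaller share of oocyte RNA alone would lower none of them. The medians of muscle, neuron, hypodermis and pharynx markers spanned 0.36 log2 with an SD of 0.31 over the arrays, too wide a spread to settle a part played by fewer oocytes, and a change of expression by the exposure stays open as well.

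The 4 arrays allow 8 assignments of signs, too few for a share under 0.05. The real assignment called 4209 genes and the highest of the other 7 called 0 by limma, where up to 328 genes had an unadjusted p under 0.05, so that 1 of 8 assignments gave as many. For the gene lists, 2 of 8 assignments passed as many as the real one, 28 against a highest other of 28, which came from turning replicate 2. Turning replicates 1, 3 or 4 alone passed 19, 17 and 19 lists, and turning a pair passed 1 to 3. With 1 array turned, the other arrays still set the direction of the mean, so that part of the signal stays. Such assignments therefore cannot show how many lists chance passes.

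Probes of a gene disagreed where the accession was not a RefSeq transcript. In 2639 genes with a RefSeq-accession probe called beyond a log2 ratio of 1, 78.6% of 3006 other RefSeq-accession probes were called in the same direction, but only 7.66% of 261 probes with an EST or other accession, which is 9.75% of that value. A lower response of these genes is argued against, because their RefSeq-accession probes were called at 138% of the rate in other genes (40.6% against 29.5%). EST-accession probes may therefore not report the transcript of the named gene, and they pull the gene mean towards 0, as for the ribosomal protein list, where 44 of 58 genes fell with all probes and 55 of 58 with the EST-accession probes left out, a setting added after seeing the data, while leaving out the probes with no accession kept the count at 44.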

How the results depend on the processing

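RefSeq-accession probes only, all probes counted as probes, the DAF-16 list without ins-7 and the ribosomal list with sets of probes left out were added after seeing the data, and the other alternatives were fixed before. The number of called genes (4209) fell to 2172 (529 higher, 1643 lower) with a log2 minimum of 1, 1521 (484, 1037) with treat and 1446 (286, 1160) with genes of at least 2 probes of one sign, settings that test or admit fewer genes. It was 4307 with RefSeq-accession probes only and 11663 over all probes. The number of ribosomal protein genes that fell (44) was 55 without EST-accession probes, 44 without probes lacking an accession and 54 with RefSeq-accession probes only. Leaving out replicates gave 2730 to 4224 called, 847 to 1095 higher and 1883 to 3257 lower genes. The share of lower genes (74.5%) was 71.0% with arrays centred, 75.0% scaled, 73.8% by probe, 75.3% with a dye coefficient, 74.3% with robust eBayes, 73.4% with array weights, 72.0% without a minimum, 75.6% with a minimum of 1, 68.2% with treat, 80.2% with at least 2 probes, and 69.0% to 77.1% without replicates. Centring moves the median of all genes to 0 by construction.

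With at least 2 probes of one sign, 18 lists passed instead of 28, and 8 of the 44 had under 3 members. Camera adjusted p-values crossed 0.05 as follows, and the cause was not tested. Mitochondrial chaperones came to pass with arrays centred (0.0367), scaled (0.0424), by probe (0.00049), with the median of probes (0.0412) and with a dye coefficient (0.0445). Chemoreceptors came to pass centred (0.00849), scaled (0.0462), by probe (0.0412) and with at least 2 probes (0.0188). Pharynx markers no longer passed centred (0.0587), scaled (0.0532), by probe (0.121) and with at least 2 probes (0.362). DAF-16 genes no longer passed centred (0.0916), with the median of probes (0.0667), a dye coefficient (0.0562), at least 2 probes (0.139) and without ins-7 (0.0851). SKN-1 genes no longer passed with a dye coefficient (0.0533) and at least 2 probes (0.0757), nor thaumatins when centred (0.0585) or with array weights (0.0577). With at least 2 probes fatty acid synthesis (0.139), vitellogenins (0.0871), C-type lectins (0.0971) and cytochromes P450 (0.0595) no longer passed. Without single replicates the adjusted p ran from 0.0275 to 0.0884 for mitochondrial chaperones, 0.0232 to 0.690 for sperm genes, 0.0275 to 0.250 for collagens, 0.0212 to 0.0934 for pharynx markers, 0.0287 to 0.0692 for thaumatins, 0.0256 to 0.0513 for DAF-16 genes, 0.0411 to 0.0651 for SKN-1 genes and 0.0331 to 0.158 for chemoreceptors. Fisher's exact test of lower genes on chromosome IV passed centred (0.0148) and with a minimum of 1 (0.0379), and ran from 0.00800 to 0.564 without single replicates. Higher genes passed on chromosome IV with a minimum of 1 (0.0433) and on the X chromosome without a minimum (0.0246), and no longer passed on chromosome III when centred (0.0514).

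Of 1523 values of the 99 named genes under alternatives, 1500 kept their direction and call, 23 lost the call and 0 reversed. The list tests do not depend on the log2 minimum, treat or robust eBayes. Signal over background was not analysed here.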

Other observations

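All tests of this part except those on held-out genes were chosen after the data were seen, and the families below are all 165 families of genes sharing a name prefix, with at least 5 members outside the fixed lists. By camera 53 of them passed, 16 higher and 37 lower, and 0 passed with an estimated correlation, where the smallest adjusted p was 0.663. Among families that rose, FMRFamide-like neuropeptide genes (flp) had 15 of 30 members higher and none lower, with a median log2 ratio of 0.53 (adjusted p = 6.14e-09). The other neuropeptide-like genes (nlp) had 9 of 30 higher and a median of 0.27 (adjusted p = 0.000256). Genes named sma, several of which act in the TGF-beta pathway of body size, had 5 of 7 higher and a median of 0.92 (adjusted p = 0.000366), and transthyretin-like genes (ttr) had 15 of 56 higher and 6 lower, with a median of 0.08 (adjusted p = 0.00155). Fungus-induced-related peptide genes (fipr) had 8 of 26 higher and a median of 0.15 (adjusted p = 0.00194).

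Among families that fell, DnaJ chaperone genes (dnj) had 20 of 24 members lower and a median of -0.91 (adjusted p = 8.34e-06), and SET-domain genes (set) had 18 of 32 lower and a median of -0.68 (adjusted p = 0.000256). RNA polymerase II subunit genes (rpb) had 9 of 11 lower, TFIID subunit genes (taf) 12 of 17 and Mediator genes (mdt) 11 of 16, with medians of -1.15, -0.91 and -0.94. Vacuolar sorting genes (vps) had 8 of 15 lower, with a median of -0.57.

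The strong fall of acdh-1 and ech-6 of the propionate shunt and of folt-2, pmp-5 and nhr-114 raised the hypothesis that the vitamin B12 status of the bacterial food lowered the shunt and the methionine cycle. Members not seen first were few, and all 3 with a value, alh-8, sams-1 and mel-32, fell, with a median log2 ratio of -0.995, but alh-8 passed narrowly (log2 ratio -0.57, limma adjusted p = 0.0482) and was not called with RefSeq-accession probes only. The 6 genes of the B12-using propionate pathway fell as well, with a median of -0.93, above the shunt median of -2.33, which rests mainly on the genes seen first. The held-out members lay 0.036 log2 above the pooled glycolysis, tricarboxylic acid cycle and respiratory chain genes, whose median was -1.03 over 40 genes (permutation p = 0.931, 100000 resamples, across genes). A general fall of metabolic enzymes may account for the held-out members, and with 3 of them the 2 explanations cannot be told apart.

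The number of up-regulated genes here was 1074, of down-regulated genes 3135 and the total 4209. All 3 are lower than the values quoted from the study above. The study's array had probes for more genes than the 15078 tested here, so that the counts rest on unlike sets of genes. Only probes with a gene name were used here, and with all 44123 probes each tested on its own 11663 were called, 77.8% of them lower.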
